A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

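DNA from tail tissue of 8 C57BL/6 mice of a single family was compared with DNA of a male reference mouse by array comparative genomic hybridization (array CGH). In this assay the DNA of the mouse and the DNA of the reference carry different fluorescent dyes, Cy3 and Cy5, and compete for the same probes on a glass array, so that the ratio of the dyes at a probe follows the ratio of copy number. The family consisted of a sire, a dam and 6 offspring. The labels give the sire's exposure as 20 mGy/day of gamma-rays for 400 days. The series' own design text calls the same male non-irradiated, and the data hold no unexposed family, so no comparison between exposed and unexposed families was made here. Groups were taken from the mouse identity in the labels. Each mouse was hybridised on 2 arrays with the dyes exchanged, which gave 16 arrays on 4 slides. The 2 arrays of a mouse were counted as 1 measurement.

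Scanned images were turned into spot values by the authors with Agilent Feature Extraction (version 10.7.1.1 per the file headers). The deposited scanner files give for every spot the intensity in each channel, background-subtracted and dye-normalised by the software with a linear factor, and the deposited log10 ratio of the Cy5 over the Cy3 processed intensity. The authors also deposited a table of log2 ratios, which was found to hold the reference over the mouse and to match the scanner files within 5e-07 once the sign was turned. Per the file headers the probe positions are on mouse genome build mm9. The genome and gene annotation at hand were of build GRCm38. Positions were not converted between builds, and the named regions were therefore not set against genes, exons or introns.

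Each array held 111862 spots, of which 6563 were controls and 105299 carried genomic probes. Between 93 and 347 spots per array were marked by the software as non-uniform or as population outliers and were left out. No spot was saturated. Values of spots with the same probe were averaged, which left 101263 probes: 101212 autosomal, 48 on X and 3 on Y. The log10 ratios were turned to log2 of mouse over reference on every array and centred on the autosomal median of the array. No loess or quantile step was applied. The direction was taken from the dyes in the labels and checked on the X and Y probes. Per the file headers the software rated 5 of the 16 arrays for evaluation, and its derivative log ratio spread, a measure of noise between adjacent probes, ranged from 0.10 to 0.19 on the log2 scale. Median background-subtracted signals lay between 409 and 1362. The small number of arrays limits the precision of every value.

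A probe was positive in a mouse when its log2 ratio lay beyond 0.5 in the same direction on both arrays and another such probe lay within 3 probes on the same chromosome. This follows the rule of the second screening in the study. Its further condition, a positive result in the first screening, was not applied because the first screening was not analysed here. To estimate calls that arise without a copy number difference, the same rule was run on pairs in which the sign of 1 array was left unturned. Such pairs pick up dye bias as well as noise. For candidate and strict regions only the pair of the offspring was left unturned, while its relatives kept their turned values. A de novo probe was positive in an offspring and not past 0.5 on both arrays in the sire or in the dam. A candidate region held at least 2 de novo probes of the same direction, each within 3 probes and 5 kb of the next. A strict region was a candidate region in which the mean log2 ratio of each parent and each other offspring was under 0.25 in the direction of the region. For inheritance, autosomal regions positive in any mouse were merged when they shared a probe and a direction, and a mouse carried the region when its regional mean lay beyond 0.5. Shares of offspring are given with exact Clopper-Pearson 95% intervals, which treat regions as independent although neighbouring regions are not.

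The regions named in the text were chosen by a fixed rule: up to 10 strict regions ranked by number of probes and then by mean log2 ratio, and the 2 regions with most probes in each parental class. Any other region named is said to have been chosen after its values were seen. This rule, the calling rules, the tests and the alternatives were set before the data were examined, except for the later choices named in the closing section.

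Each mouse was also compared with the other 7 at every autosomal probe, and the 6 offspring with the 2 parents, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the mean of the 2 arrays of a mouse, two-sided, Benjamini-Hochberg adjusted p under 0.05). Probes with a value on all 16 arrays entered these fits, 100080 in number. A lone mouse has no spread of its own and was assumed to vary like the others. An exact permutation test of 1 mouse against 7 cannot give a p under 1 in 8. Slide and scan day coincided, with 1 scan day per slide. The sire and the dam shared a slide, and the offspring lay in pairs on 3 others, so slide entered as a random block with duplicateCorrelation (statmod 1.5.0) as an alternative. No arrays were duplicates of each other, the largest correlation between arrays being 0.831.

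The calling rules were tested on simulated data: the strict rule found 30 of 35 simulated losses of 2 probes at a log2 ratio of -0.90 and 32 of 32 of 4 probes, with 0 false strict regions. The simulated noise and dye bias were independent between neighbouring probes and between mice. The 0 therefore does not cover false regions from deviations that neighbouring probes or several mice share. The limma fit of offspring 1 against the other mice found 200 of 200 simulated probes with 9 false calls, and that of offspring against parents found 200 of 200 with 7 false calls, when all mice had the same spread. In simulated data without any change in which each mouse had its own spread, the fit called 2593 probes for the dam, 1070 for offspring 4 and 0 for each other mouse and for offspring against parents. An earlier simulation with another draw of unequal spreads also gave false calls for offspring against parents. The limma calls for the dam, for offspring 4 and for offspring against parents are given with this limit.

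The alternatives were thresholds of 0.8 and 0.4, no centring, normexp background correction with an offset of 50, the deposited log2 table, leaving out 78 probes whose reference signal was not well above background on any array, the mean of the 2 arrays, either array alone, marked spots kept, other joining distances, region sizes and limits for relatives, and leaving out single mice. The files hold median rather than mean spot signals, so normexp was run on median signals. For stretches shared with chromosome Y, the repeat-masked GRCm38 sequence of chromosome 3 was aligned to that of chromosome Y with minimap2 2.31-r1302. The alignment settings (soft-masked repeats hidden, preset asm20 with base alignment) replaced those of earlier runs that gave no long stretch. Removal of the first principal component of the probes outside called regions, an alternative added later, was also applied to the regional results. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.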

Results

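The second array CGH screening of a single family was analysed, with 1 sire, 1 dam and 6 offspring, each measured against the same male reference on 2 dye-swapped arrays. Per the labels the sire was exposed to 20 mGy/day of gamma-rays for 400 days, whereas the series' design text calls the sire non-irradiated. The study lists offspring 1 in its irradiated group. The data hold no unexposed family, so no result is assigned to the exposure. The screening asks which copy number differences found in a first, coarser screening are seen again with denser probes, and which of them are present in an offspring but in neither parent. The 101212 autosomal probes fell into 5243 groups in which each probe lay within 5 kb of the next, with a median of 1 probe per group, and the median step between neighbouring probes was 89 bp. Ratios are given as log2 of mouse over reference. A heterozygous loss has a theoretical value of -1. The sire and the dam are single animals, so values for them have no replicates.

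The X and Y probes were compared first as a check of the labels. The dam had a mean log2 ratio of 0.996 over the 48 X probes and -2.55 over the 3 Y probes. The sire had 0.01 and 0.05. Offspring 4, 5 and 6 had 0.86, 0.84 and 0.83 on X and -2.50, -2.03 and -1.94 on Y. Offspring 1, 2 and 3 lay within 0.02 of 0 on X and had -0.03, 0.04 and -0.02 on Y. The signs for the dam were those of a female measured against a male, on both arrays of her pair. Her values were 1.05 and 0.95 on X.

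Away from such differences the paired arrays shared little signal. Over the autosomal probes the log2 ratios of the 2 arrays of a mouse, both turned to mouse over reference, correlated at 0.13 in the dam and at negative values in the other 7 mice, from -0.55 in offspring 1 to -0.25 in offspring 4. These correlations are across probes, which are not independent replicates. With the dyes exchanged between the arrays, a negative value means that deviations at the same probe tended to follow the dye. Both arrays therefore had to pass the threshold.

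Positive probes were counted per mouse. The median over the 8 mice was 133 positive probes, and the 8 mice together had 1178, against 148 when the sign of 1 array was left unturned. Of the alternatives, the array with the mouse in Cy3 used alone moved the median most, to 437. The dam had 244 probes below and 36 above the reference. The sire had 2 below and 19 above, fewer than the 70 probes that the unturned pair gave in the sire. Offspring 1 had 16 positive probes, all below the reference, and 2 in the unturned pair. Offspring 2 and 3 had 127 and 133 probes below the reference. Offspring 4, 5 and 6 had 250, 114 and 225. At most 6 probes were above the reference in any offspring. The positive regions of all mice lay in 42 groups of probes.

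**Figure D1:**
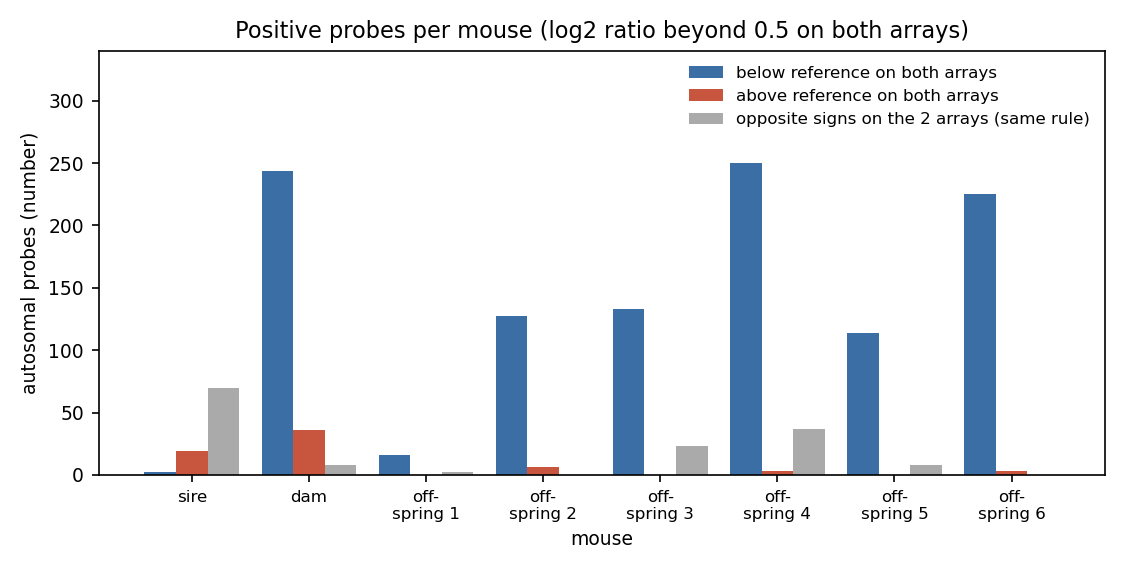
Number of autosomal probes (vertical axis) positive in each of the 8 mice (horizontal axis), with bars for probes below the reference, above the reference, and positive only when the sign of 1 array of the pair was left unturned. Each bar is a count from a single mouse and has no error. Offspring 1 has 16 probes below the reference, and offspring 4 has 250.

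De novo candidate regions were sought in the 6 offspring. There were 22, of which 20 were below the reference and 2 above. Their median size was 2 probes, and 15 of them had 2 probes. The unturned pairs gave 33 candidate regions, most of them in offspring 4 with 17 and offspring 3 with 11. In that count the parents kept their turned values, so dye bias shared with a parent could not remove a call. The 33 may therefore be too many, and whether the 22 exceed the calls without a consistent sign cannot be told. Using the array with the mouse in Cy5 alone moved the count of candidates most, to 1472, of which 1224 were in offspring 4. Offspring 3 and 4 had 5 and 6 candidates, offspring 6 had 4, offspring 1 and 5 had 3 each, and offspring 2 had 1. Of the 22 candidates, 10 shared probes with a candidate of the same direction in a sibling, and 4 lay inside the interval of chromosome 15 that was also low in the dam, at probes where the dam did not pass on both arrays. Of the 22 candidates, 6 lay in regions that parted the mice exactly as the X probes did. This parting is by rank, with a gap of any size, and was looked at only after the calls were seen.

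Of the 22 candidates, 7 passed the strict rule that neither a parent nor a sibling lay past 0.25 in the same direction. All 7 were below the reference. Offspring 1 and 3 had 3 each, offspring 4 had 1, and offspring 2, 5 and 6 had 0. The unturned pairs gave 18 strict regions, 9 of them in offspring 4, 6 in offspring 3, 3 in offspring 5 and 0 in offspring 1. The relatives kept their turned values there too, so the 18 may also be too many. With the array with the mouse in Cy5 alone there were 1384 strict regions, 1202 of them in offspring 4. For each of the 7 regions, the mouse called was the lowest of the 8, which the strict rule itself requires, so a test on its rank adds nothing, and an exact permutation test of 1 mouse against 7 allows no p under 1 in 8 (two-sided).

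In offspring 1 the region with most probes lay on chromosome 11 from 105811237 to 105813446 (mm9), with 7 probes and a mean log2 ratio of -0.76. The means of its 2 arrays were -0.81 and -0.71. The other 7 mice had a mean of 0.02 (SD 0.04, n = 7), and none was below -0.06. A further region of offspring 1 lay beside it, from 105810076 to 105810866, with 3 probes at -0.70 against -0.04 in the other mice (SD 0.04, n = 7). Taken from the first to the last positive probe, these regions spanned 3370 bp and 20 probes, 10 of which passed 0.5 on both arrays. Some probes beyond either end were also low on both arrays without passing. Examples are -0.53 and -0.47 at 105809757 and -0.67 and -0.48 at 105813459, although the probe at 105813427 had -0.05 and -0.15. The 3370 bp thus follow from the threshold and may not be the whole low stretch. Of the 20 probes, 16 had a pair mean below -0.25 and the other 4 lay above it. The mean over all 20 was -0.51, against 0.00 in the other mice (SD 0.04, n = 7). The region of offspring 1 on chromosome 18, from 27283773 to 27284129, had 4 probes and a mean of -0.90, with -0.83 and -0.97 on its 2 arrays. The other mice had 0.05 (SD 0.12, n = 7), the dam being highest with 0.24. All 4 of its probes passed on both arrays. Counting every probe between the outer positive probes, 0 of 67884 runs of 20 adjacent probes elsewhere in offspring 1 were as low as the span on chromosome 11, and 0 of 92981 runs of 4 were as low as the region on chromosome 18. The smaller region on chromosome 11 taken alone, with 5 probes at a mean of -0.42 when all are counted, was matched by 9 of 91500 runs with called regions included and by 0 of 90956 with them left out.

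**Figure D2:**
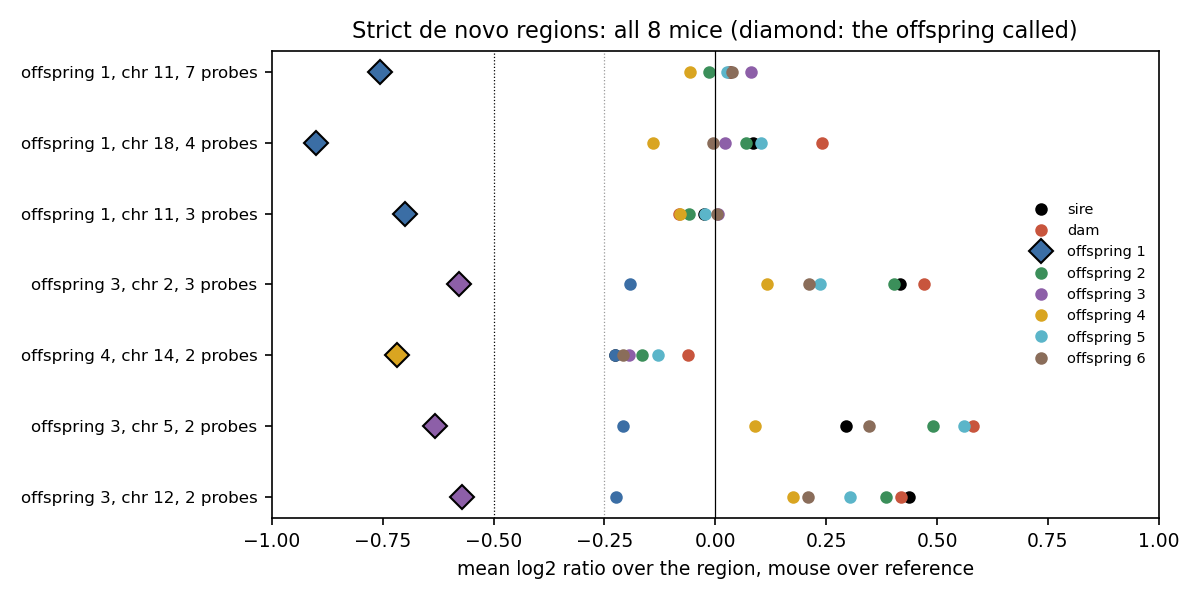
Mean log2 ratio of mouse over reference (horizontal axis) in each of the 7 strict regions (rows) for all 8 mice, the diamond being the offspring in which the region was called; dotted lines mark -0.5 and -0.25. In the 3 regions of offspring 1 the other mice lie between -0.14 and 0.24, and in the 3 regions of offspring 3 they spread from -0.22 to 0.58.

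**Figure D3:**
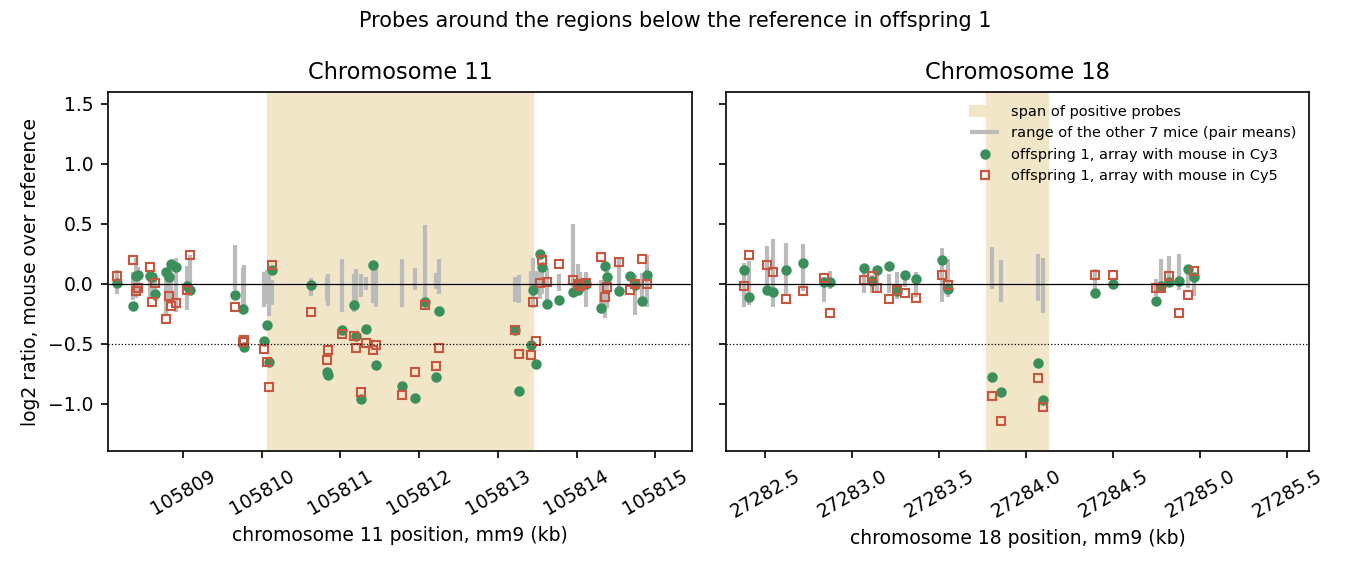
Log2 ratio of offspring 1 over the reference (vertical axis) at each probe against mm9 position in kb, with its 2 dye-swapped arrays as separate points and the range of the other 7 mice as grey bars. Shading marks the 3370 bp on chromosome 11 and the 356 bp on chromosome 18 between the outer positive probes.

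The strict regions of offspring 3 were smaller differences among more variable neighbours. They lay on chromosome 2 from 56049096 to 56049608 (3 probes, mean -0.58), chromosome 5 from 19400992 to 19401303 (2 probes, -0.63) and chromosome 12 from 46420602 to 46421138 (2 probes, -0.57). Over the same probes the other mice had means of 0.24, 0.31 and 0.24 with SDs of 0.23, 0.28 and 0.23 (n = 7), and both parents lay between 0.29 and 0.58. The strict region of offspring 4 lay on chromosome 14 from 54197917 to 54198324, with 2 probes at -0.72. Its arrays gave -0.58 and -0.86, and the other mice had -0.17 (SD 0.06, n = 7). In offspring 4, 32 other pairs of adjacent probes outside called regions had a mean at least as low. In offspring 3, with every probe between the outer ones counted, the corresponding numbers were 15, 9 and 29 runs of 4, 2 and 3 probes for the regions on chromosomes 2, 5 and 12. With called regions included, which hold the low interval of chromosome 15 in these mice, the numbers were 259 in offspring 4 and 171, 130 and 181 in offspring 3.

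The inheritance of the differences was then classed by parent. The positive regions of all mice merged into 48, of which 22 were below the reference and 26 above. By parent, 4 regions were carried by the sire only, 14 by the dam only, 17 by both parents and 13 by neither. With the array with the mouse in Cy5 alone, the class of neither parent grew to 2672. No offspring carried any of the sire-only regions (0 of 24 region and offspring pairs, exact 95% interval 0% to 14.2%). Offspring carried dam-only regions in 28 of 84 pairs (33.3%, 23.4% to 44.5%) and regions of both parents in 19 of 102 (18.6%, 11.6% to 27.6%). These pooled shares mix unlike regions. Of the 19, 11 came from the 2 both-parent regions below the reference (11 of 12 pairs), and the 15 above it gave 8 of 90, all in offspring 2. Of the 28, 22 came from the 8 dam-only regions below the reference (22 of 48 pairs) and 6 from the 6 above it (6 of 36). The 28 also include pairs from dam-only regions that parted the mice exactly as the X probes did. These lay on chromosomes 3 (from 25416456), 9 (from 13870826), 14 (from 61813836 and from 61815106) and 17 (from 69736642). There, inheritance from the dam cannot be told apart from a difference between female and male mice.

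Of the dam-only regions, the one with most probes lay on chromosome 15 from 41395235 to 41413878 and held 115 probes. The dam had a mean of -0.85 there. Offspring 2, 3, 4 and 6 had -0.84, -0.87, -0.93 and -0.78, whereas the sire, offspring 1 and offspring 5 had 0.01, 0.01 and 0.02. An adjoining stretch from 41392986 was low in the same mice, and together they covered 20893 bp with 133 probes. The share of offspring carrying it was 4 of 6 (66.7%, exact 95% interval 22.3% to 95.7%). The next by number of probes lay on chromosome 3 from 25416456 to 25443259, with 110 probes over 26804 bp. The dam had -1.95 and offspring 4, 5 and 6 had -1.96, -1.86 and -1.86, while the sire and offspring 1, 2 and 3 lay within 0.02 of 0. These are the mice that were high and low on the X probes, respectively. The arrays of a mouse differed by at most 0.12 in the region. The next probe on the left, 19 bp away, lay outside the region, and on the right the next probe was 443981 bp away, so the right end was not measured. In build GRCm38, chromosome 3 holds a stretch of 39980 bp that aligns to chromosome Y, but positions were not converted and the stretch was not matched to the region.

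**Figure D4:**
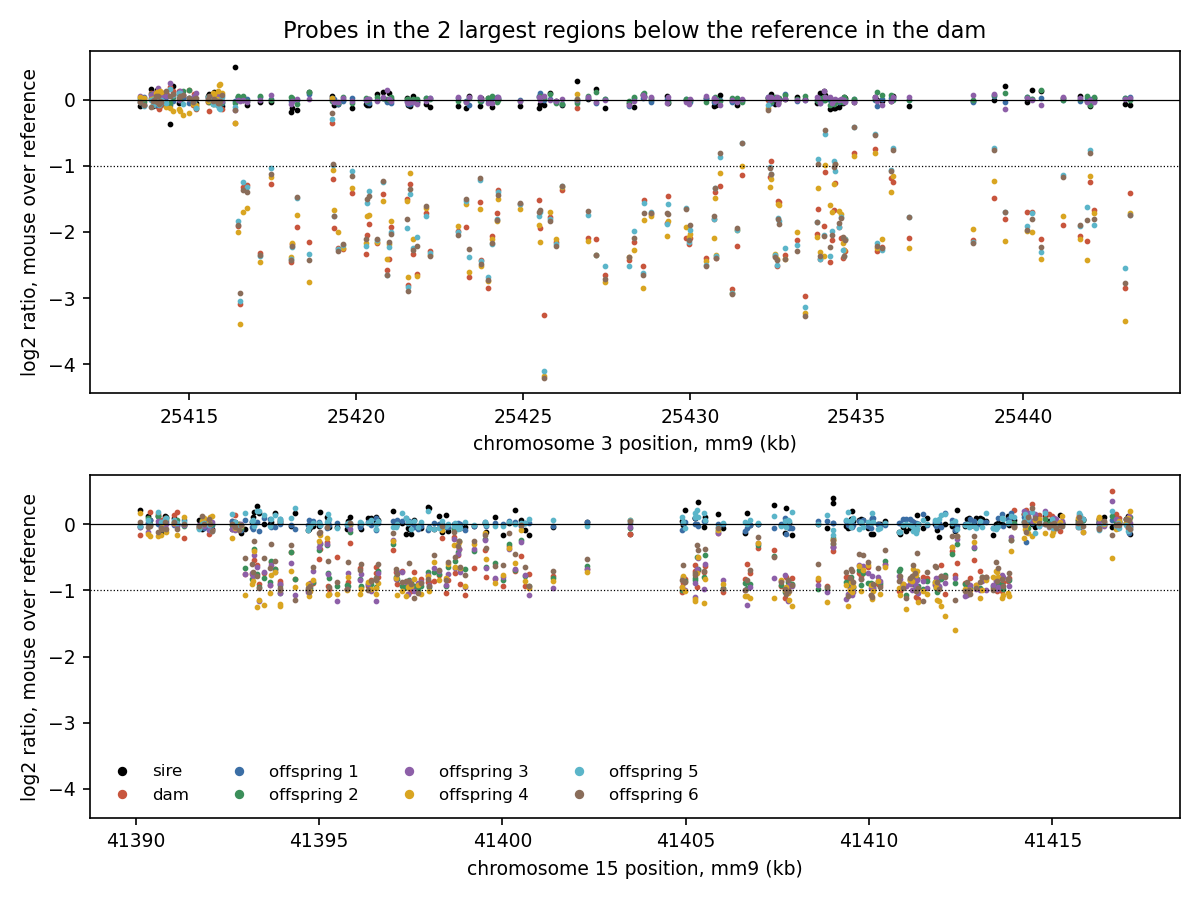
Mean log2 ratio of the 2 arrays of each mouse (vertical axis) at each probe against mm9 position in kb for the 2 largest regions below the reference in the dam, with all 8 mice as colours and a dotted line at -1. On chromosome 3 the dam and offspring 4, 5 and 6 average between -1.96 and -1.86, and on chromosome 15 the dam and offspring 2, 3, 4 and 6 average between -0.93 and -0.78 over the 115 probes.

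The regions in the other classes were small. The sire-only regions had 2 probes each and were above the reference. Those with the highest means were on chromosome 8 from 37019817 to 37019885, where the sire had 0.95 and the dam 0.10, and on chromosome 12 from 107492979 to 107493041, where they had 0.78 and -0.38. In the class of both parents the regions with most probes were above the reference as well: chromosome 11 from 13153939 to 13154299 (5 probes, sire 0.62, dam 0.63) and chromosome 12 from 111242302 to 111242709 (4 probes, sire 0.65, dam 0.65). In these, offspring 2 had 0.50 and 0.49 and offspring 3 had -0.45 and -0.37. Of the 17 regions of both parents, 13 had 2 probes.

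A test with an error for each probe was made by setting each mouse against the other 7 with limma. At an adjusted p under 0.05 it called 5 probes in offspring 1, 4352 in offspring 4, 582 in the sire, 2 in the dam and 0 in offspring 2, 3, 5 and 6, or 4941 in all. In the mice with 0 calls, 451, 3378, 865 and 590 probes had an unadjusted p under 0.05. Leaving out offspring 5 moved the total most, to 18. Each of the 5 probes of offspring 1 was lower than in the other mice. There were 3 in the larger region on chromosome 11 (differences of -0.94, -0.88 and -0.77, SE 0.08, 0.08 and 0.07, adjusted p 0.0112 for each), 1 in the region on chromosome 18 (-1.09, SE 0.11, adjusted p 0.0173) and 1 on chromosome 16 from 53245314 to 53245373 (-0.95, SE 0.09, adjusted p 0.0173). These calls rested on the other mice: without offspring 5 or without offspring 6 the fit called 0 probes in offspring 1, with 677 and 561 at an unadjusted p under 0.05, and without the sire it called 3. The probe on chromosome 16 was named after its values were seen, and it lay in no called region. Of the 4352 probes of offspring 4, 1975 were lower and 2377 higher, but with a difference beyond 0.5 required 249 were lower and 20 higher. Both probes of its strict region were among the 4352 (adjusted p 0.0383 and 0.0388). No probe of the strict regions of offspring 3 was called, the smallest adjusted p being 0.835. The sire, the dam and offspring 4 had the widest spread of log2 ratios over the probes, and in simulated data without any change such spreads gave 2593 calls for the dam, where the data gave 2, 1070 for offspring 4 and 0 for the sire.

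The 6 offspring were compared with the 2 parents at each probe with limma, which called 0 probes, the smallest adjusted p being 0.0749. Without adjustment 15521 of 100080 probes had a p under 0.05. With slide as a random block, an alternative set because the parents shared a slide, 6 probes were called, all lower in the offspring. The correlation within a slide was estimated at -0.125, so the fit found no shared shift of mice on a slide to allow for. It was less strict, with 18980 probes at an unadjusted p under 0.05, so the 6 calls carry little weight. Without the dam, the fit of 6 offspring against the sire called 854. No slide held both a parent and an offspring, so the comparison could not be made within a slide.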

Values the study reported

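For 20mGyY1, named offspring 1 here, the study listed a deletion of 3370 bp on chromosome 11 with 16 positive probes in its second array CGH, and a deletion of 356 bp on chromosome 18 with 4. Both are in its list of de novo changes that also passed its final check by quantitative PCR, where the mouse stands in the irradiated group. Over all families it reported de novo deletions in 29 of 142 offspring of irradiated sires (20.4%) and in 11 of 156 offspring of non-irradiated sires (7.1%).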

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

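Of the tests reported in this part, the checks for dye bias, the correlation with the profile of the regions of both parents and the counts of equally low runs of probes were chosen only after the result was seen, and the removal of the first principal component was chosen after the calls were seen, with its outcome still unknown. In each of 22 sets of 6 offspring values, the lowest and the highest value were set against the others by Dixon's ratio of gap to range with its 95% limit. This singled out 5 values, where chance alone would single out about 1 set in 20, and the sets for the strict regions had been picked because 1 offspring was extreme, so a large ratio is built into them.

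Offspring 1 stood apart in its 3 strict regions, with -0.76 and -0.70 on chromosome 11 (from 105811237 and from 105810076) and -0.90 on chromosome 18 (from 27283773). The called probes had to pass on both arrays, so they cannot test dye bias. The 10 other probes of the chromosome 11 span had means of -0.19 and -0.36 on the 2 arrays (SE 0.07 and 0.07 over probes, which are not independent), where dye bias alone would displace the arrays in opposite directions. On chromosome 18 all probes of the span had passed. There the displacement by dye, taken as the distance of either array of a mouse from the mean of its pair, was at most 0.32 in the other 7 mice over the same probes, against array means of -0.83 and -0.97 in offspring 1, so dye bias of the probes was too small to give them. Noise of the arrays of offspring 1 would give other runs of as many adjacent probes that are as low, and 0 were found for either whole span with called regions included, the lowest being -0.36 for 20 probes and -0.60 for 4. The smaller region on chromosome 11 taken alone was matched by 9 runs with called regions included and 0 without, so noise cannot be told apart there, because the 9 runs touch called regions. A profile shared by probes across the genome was removed as the first principal component of the probes outside called regions, which carried 40.2% of their variance. The least low of the 3 regions was then -0.70 (-0.695), and all 3 were still strict regions. That component rests mainly on offspring 4 and the dam, with weights of -0.78 and 0.57, and offspring 1 has a weight of -0.09, so its removal could have moved offspring 1 little. The profile of the regions above the reference in both parents correlated with these regions over the 8 mice at 0.55 at most, given without a test. A loss of DNA in offspring 1 that neither parent carries could give the values of both spans and remains a hypothesis on these arrays alone. A change confined to tail tissue, a sequence variant under the probes and the sire's exposure were not tested, and 1 family holds no unexposed offspring.

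Offspring 4 was lower than the other offspring in its strict region on chromosome 14 (from 54197917), with -0.72. Noise of the arrays of offspring 4 stays open as an explanation, since 32 of 95521 pairs of adjacent probes outside called regions (0.0335%) were at least as low. Removal of the first principal component, in which offspring 4 has the largest weight, brought the region to -0.33. No biological explanation was tested.

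Offspring 3 was lower than the other offspring in the sire-only region on chromosome 8 (from 37019817), with -0.66. The region holds 2 probes, and the means of the 2 arrays of offspring 3 differed by 0.90. With a mean of -0.66 for the pair, both arrays still lay below the reference. Dye bias alone would displace the arrays in opposite directions, so it does not by itself give the mean of the pair. It may contribute to the gap between the arrays. There it cannot be told apart from noise of either array, because the mouse has 1 array per dye direction. No biological explanation was tested.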

How the results depend on the processing

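Of the tests reported in this part, the removal of the first principal component was chosen after the calls were seen, with its outcome still unknown, and the others were planned. No paired analysis was possible because the parents and the offspring share only the number 1, which marks no pairing. Of the settings of the main counts, 70 stayed within 1.5 times the main value and 69 moved. Of the other values 419 stayed and 172 moved, and 0 regional values changed sign. The cause of a movement was not tested unless it follows from how the alternative is built.

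The requirement on both arrays mattered most. With the array carrying the mouse in Cy5 alone, the median of positive probes per mouse was 363, with 1472 candidate and 1384 strict regions. There were 18 sire-only, 31 dam-only and 2672 neither-parent regions. Offspring 4 held 1224 of these candidate and 1202 of these strict regions. Its array with the mouse in Cy5 had the widest log2 ratios of all arrays (SD 0.30 over probes). With the array carrying the mouse in Cy3 alone, the median was 437, with 230 candidate and 180 strict regions, and 27 sire-only, 54 dam-only, 27 both-parent and 1163 neither-parent regions. With the mean of the 2 arrays there were 59 candidate and 32 strict regions, and 31, 39, 35 and 54 regions of the sire only, the dam only, both parents and neither. These alternatives drop the dye-swap condition by construction.

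At a threshold of 0.8 the median was 80, there was 1 strict region, and the classes of sire only, dam only, both parents and neither held 0, 7, 1 and 4 regions. At 0.4 there were 56 candidate and 27 strict regions, and the classes held 9, 25, 50 and 43. With normexp on median signals there were 3 strict regions, the classes held 0, 7, 2 and 8, and the lone-mouse limma total was 1954. With a regional limit of 0.75 the classes held 2, 7, 1 and 38. With the parents' mean under 0.25 there were 8 candidates, without the dam 41, with at least 3 probes 7 and with at least 4 probes 2. With relatives under 0.15 there were 3 strict regions, and 11 when the other offspring were not considered. With the first common profile removed there were 9 candidate and 4 strict regions, and the classes held 9, 8, 1 and 6.

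All 3 strict regions of offspring 1 were found under every alternative except for 2 of them with at least 4 probes, 1 at the threshold of 0.8 and 0 when offspring 1 itself was left out. Normexp and the limit of 0.15 for relatives each left 3 of the 7 strict regions, all in offspring 1. Regional means were set against their spread, which was wide in the regions of offspring 3. Normexp brought these to -0.48, -0.42 and -0.46 on chromosomes 2, 5 and 12, short of -0.5 yet counted as unmoved. By this measure the means moved by less than their spread in 30 of 35 settings. The other 5 were the 3 regions of offspring 1 under normexp, at -0.67 and -0.65 on chromosome 11 and -0.77 on chromosome 18, and the region of offspring 4, at -0.63 under normexp and -0.33 with the first common profile removed. Leaving out dim probes, keeping spots marked by the software, a neighbour within 2 kb and joining at any distance left the counts of 22 candidate and 7 strict regions.

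The lone-mouse limma total of 4941 was 7998 with an intensity trend in eBayes and 383 with a difference beyond 0.5. Leaving out 1 mouse at a time gave 18 to 9050 calls: 9050 without the sire, 7462 without the dam, and 172, 25, 2476, 3012, 18 and 19 without offspring 1 to 6. This total rests on single mice and carries little weight. The same holds for the calls of the sire, almost all of them higher. Few or none of these were left without offspring 1, 2, 3, 5 or 6. They were fewer without centring and more numerous without offspring 4. Offspring 3, without calls in the main setting, had calls when offspring 1 was left out. For offspring 4 the share of lower calls was 45.4% in the main setting, 33.8% with normexp and 33.1% with an intensity trend, but 92.6% of the 269 calls with a difference beyond 0.5. It was 46.7%, 46.9% and 50.9% without the sire, the dam and offspring 3. Without offspring 1, 2, 5 and 6 almost all calls were lost, with 27, 18, 17 and 18 left, of which 88.9%, 88.9%, 94.1% and 94.4% were lower. For offspring 1 the calls were 5 lower and 0 higher in the main setting and 5 and 2 with the deposited log2 table. They were 8 lower with normexp, 12 with an intensity trend, 3 without the sire and 9 without offspring 4. Without offspring 5 and without offspring 6 limma called 0, with 677 and 561 probes at an unadjusted p under 0.05. Offspring against parents gave 0 calls in limma, with 15521 probes at an unadjusted p under 0.05. It gave 6 with slide as a random block, and 0 to 854 when 1 mouse was left out: 854 without the dam, 1 without the sire and 2 without offspring 4. Where 1 parent was left out, the lone parent was assumed to vary like the offspring. Leaving out each offspring in turn gave 16 to 21 candidates and 4 to 7 strict regions, with 4 without offspring 1 and 4 without offspring 3, which held 3 each.

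Signal over background limits dim probes: 158 to 816 reference probes per array were not well above background. The strict rule missed 5 of 35 simulated losses of 2 probes.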

Other observations

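All tests in this part were chosen only after the calls were seen, and for the removal of the first principal component and the share of other probes that follow the profile of the both-parents regions the outcome was then still unknown, except that the reading of the removal from the values of the parents was chosen afterwards. The span of offspring 1 on chromosome 11 held 10 probes past 0.5 on both arrays. That is lower than the number of positive probes quoted from the study above.

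The region on chromosome 3 was low in the dam and offspring 4, 5 and 6, the mice that were high on the X probes. A heterozygous autosomal deletion inherited from the dam would leave an offspring with a copy from the sire and a log2 ratio no lower than -1, and the least low single array of the 3 offspring was at -1.81. An effect of the slide would have moved the sire and offspring 3 too, and the lower of their means was -0.0201. After removal of the first principal component the least low of the 4 mice was at -1.86. A candidate explanation is sequence shared with the Y chromosome, which the male reference carries and these mice would lack. In GRCm38, chromosome 3 holds 1 stretch of 39980 bp, from 25517431 to 25557410, whose unmasked sequence aligns to chromosome Y at 98.4% identity with 7.93 aligned copies on average. The next stretch covered 4073 bp. The alignment settings and the criterion were changed after earlier runs: the criterion first set, a stretch within 20% of the length of the called region, was met by 0 stretches. Without the Y copies a log2 ratio of -2.31 would follow, lower than that measured. Positions were not converted between mm9 and GRCm38, so it was not shown that the stretch and the region are the same place.

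Among 45 regions of at most 10 probes, with the chromosome 15 interval left out, 8 parted the mice exactly as the X probes did, 6 below and 2 above the reference, on 4 chromosomes. Counted by group of probes, 5 of 40 did so where a chance split of the mice would give 1.14 (exact binomial p 0.0054, one-sided, with groups treated as independent). The test also takes every split of the mice as equally likely. Over probes, however, the dam, offspring 5 and offspring 6 correlated with each other at 0.48 to 0.65, so the p may be too small. Offspring 4 correlated with them at only -0.11 to 0.27. All 8 still did so after the first principal component was removed. Sequence shared with X or Y may underlie them, which was not tested for these regions. Of the 22 candidate regions, 6 lay in such regions. The parting is by rank only, and a sex difference alone would put the dam with offspring 4, 5 and 6. On chromosome 7 (from 18817154) she had -0.25, against -1.19, -1.28 and -1.36 in them and -0.08 in the sire. From 126944817 she had -0.32, against -0.43, -1.07 and -1.11. On chromosomes 14 (from 61812146) and 17 (from 69737756) she lay within their range. There a difference between female and male mice is open as an explanation beside a de novo change.

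The 15 regions above the reference in both parents, on 11 chromosomes, had nearly the same values over the 8 mice. Each correlated with the mean of the others at a median of 0.99 and at least 0.97. The 3 strict regions of offspring 3 correlated with that mean at 0.91 to 0.98 although they were called below the reference. These correlations over 8 mice are given without a test because the regions were chosen for their values. They suggest that the regions of offspring 3 may be the lower end of a profile in which the parents are high, rather than separate losses. A profile that few other probes follow could not be excluded or shown: 0.688% of 99728 probes outside called regions correlated with it over 0.9, against a median of 0.0431% over 100 shuffles of the mice, and 1 of the 100 was as large. The first principal component of the probes outside called regions accounts for only part of these values. Of all 26 regions above the reference, 9 were still called after its removal, but the 26 correlated with it at a median of only 0.46, with 1 of 26 over 0.9. In the 15 regions of both parents the median of the sire went from 0.62 to 0.57 and that of the dam from 0.65 to 0.40, with 12 of the 15 still past 0.5 in the sire and 0 of the 15 in the dam. The sire has a weight of 0.10 in the component, so its removal could hardly move the sire, and mainly a part of the dam's displacement was removed. The regions of offspring 3, which has a weight of -0.08 in the component, were still at -0.55 or lower, although 1 of the 3 was still a strict region. Over probes, which are not independent, the component's score correlated with probe length at a Spearman rho of 0.426 and with brightness at -0.682. DNA quality and hybridisation were not tested, and no biological explanation was tested.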
